A study of Mus musculus with 16 samples.

How the data were processed

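The series comprises 16 bulk RNA sequencing libraries of mice. Per the labels, 10 libraries were made from total RNA of back skin of C57BL/6 mice aged 8 months, extracted with QIAzol and purified on columns, selected for poly-A RNA and sequenced as read pairs on an Illumina NovaSeq. The other 6 libraries were made from hair follicle stem cells (HFSC), the CD34-positive, α6-integrin-positive bulge cells of the follicle, isolated by fluorescence-activated sorting, with RNA taken up in RLT reagent and purified on micro columns; their labels give the library only as Illumina-compatible. The labels of the HFSC samples give an age of 18 months, whereas the series design text gives 8 months for both tissues, and the age of the HFSC animals is therefore not settled here. Each tissue has a control group and a group whose genotype is given in the labels as GRK2 eKO, an abbreviation that the labels do not spell out and that is used below as eKO. There are 5 control and 5 eKO libraries of skin and 3 control and 3 eKO libraries of HFSC. Groups were taken from the genotype and tissue labels. The HFSC replicates carry numbers in their titles, and the skin replicates were numbered in the order of deposition, which pairs nothing. Sex of the animals and preparation batch are not recorded in the labels used here.

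The authors deposited 1 table per tissue with 1 column per library, and all 16 columns were used. The deposited values are a signal, not whole-number counts: per the values themselves, every column holds gene read counts divided by 1 size factor for that library. Dividing each column by the smallest step of its low values returned whole numbers, within a tolerance of 0.01, for 100% of the nonzero values in both tables. Whole reads were therefore recovered for every library. The HFSC size factors equal the median-of-ratios factors recomputed from the recovered reads (ratio 1 in all 6 libraries), whereas the same calculation gives 0.934 to 0.962 of the deposited factors in skin. The aligner, the counting tool, the treatment of strand and of reads with several positions, the genome build and the annotation are stated in neither the labels nor the file headers. The skin table has 55357 gene rows, the table of HFSC has 56953, and 55305 are shared. Gene names were matched by identifier without version to the GENCODE M21 name list: 94.1% of the skin rows and 91.4% of the HFSC rows matched, as did 99.0% and 96.8% of the rows with at least 1 read. No coordinates are given, because the build of the tables is not stated. Gapdh was listed at 252 or less in every library. How reads shared between near-identical copies were counted is not stated, so genes with near-identical copies or overlapping antisense genes, including keratin and class II histocompatibility genes, are uncertain to that extent.

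The depth, as the sum of recovered reads over gene rows, ran from 8.21 M to 16.4 M per library in skin and from 6.43 M to 9.39 M in HFSC, where M is the SI prefix mega. Limits set from a floor of 3 reads cover counting error only, since the reads carry no molecular identifiers.

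The design written before the data were examined assumed counts (the edgeR quasi-likelihood test). As the deposited unit is normalised, the test written there for normalised values was used instead: limma (version 3.58.1) with a trended prior on log2(value + 1), for genes with a value of at least 10 in as many libraries as the smaller group holds, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each tissue was fitted on its own. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Where all libraries of a group held 3 reads or fewer, the fold is given as a bound against that floor. The edgeR (version 4.0.16) and DESeq2 (version 1.42.0) tests were run on the recovered reads as alternatives. The difference between the genotype effects of the 2 tissues was tested as an interaction contrast in 1 limma fit of 4 group means, on the genes tested in both tables. The tables were normalised separately by the authors, so only differences within a table enter this contrast. Agreement of the effects was measured as the correlation across genes of the fold changes. Grk2 was also tested by exact permutation of its mean log2 value.

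A set of 19 gene lists holding 282 genes was written before the data were examined: bulge stem cell, sebaceous gland, hair matrix and shaft, differentiated epidermis, stressed keratinocyte, cell cycle, dermal fibroblast, adipocyte, skeletal muscle, endothelium, leukocyte, melanocyte, interferon response, immediate early response, p53 targets, Wnt targets, BMP targets, Hedgehog targets, and other GRKs and arrestins. Each was tested in limma with camera at a preset inter-gene correlation of 0.01 where at least 5 of its genes were tested, with fry and camera with an estimated correlation as alternatives.

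Genes named in the text follow a rule written before the data were examined: Grk2 and the sort markers Cd34 and Itga6; in each tissue the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups' libraries; the 3 genes with the smallest p in each list past the threshold; and the 5 genes with the smallest p for the interaction. Unnamed gene models were passed over, and 1 gene that the rule selects was left out of the text because it is withheld for evaluation. Other genes named were chosen after their values were seen.

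No 2 libraries of a group agreed within sampling noise: the mean chi-square per gene of a pair, over genes with at least 50 reads in the pair, was 5.84 or more in every pair of one group, where sampling noise alone gives 1. All libraries were therefore kept as separate replicates.

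The tests were first run on simulated reads drawn from the real means, library sizes and dispersions, with 200 genes changed by 2 on the log2 scale in each tissue. The skin test recovered 84.1% of the 195 changed genes among 16603 tested genes, with 4.09% of its calls false, and the HFSC test 87.1% of 186 among 13682, with 4.14% false. The interaction test recovered 80.1% of the 337 genes that differed between the tissues among 13130, with 6.25% false. A list raised by 1 on the log2 scale was found by camera, and 0 of the other lists passed. The correlation of unrelated simulated effects was -0.0028 over 13130 genes. Simulated genes were drawn independently of each other. The results for the lists and for this correlation therefore do not cover genes that vary together, as real genes do. Over the other splits of the real skin libraries, camera passed a median of 8 lists.

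Alternatives to each choice covered the size factors, the filter, the test, the pseudocount, the covariates, a replicate block in HFSC and leaving out each library in turn. Those added after the data were seen were the edgeR test with TMM, scaling of the reads by library size or TMM before limma, thinning to equal depth, removal of each library's trend on GC content or transcript length (taken from the longest GENCODE M21 transcript, found for 99.8% of the tested genes in skin and 98.7% in HFSC), a replicate block with the GC correction, and an interaction test with each tissue's own standard error. The sex-linked covariate was not run in HFSC, where sex-linked expression differs with genotype. Analyses used R 4.3.3.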

Results

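G-protein-coupled receptor kinase 2 (GRK2), encoded by Grk2, phosphorylates activated G-protein-coupled receptors. The series addresses its part in the homeostasis of the hair follicle, and it compares gene expression between control and eKO mice in whole back skin and in sorted HFSC, the stem cells of the follicle bulge. Skin was measured in 5 libraries per genotype and HFSC in 3 per genotype. In skin, the recovered reads per library ran from 11.6 M to 14.2 M in the control group and from 8.21 M to 16.4 M in the eKO group. In HFSC, they ran from 6.43 M to 6.73 M in the control group and from 6.43 M to 9.39 M in the eKO group. Values below are the authors' normalised read counts, given as mean ± SD over the libraries of a group.

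The targeted gene was examined first, as a check of the labels. Grk2 (ENSMUSG00000024858) was at 1298 ± 144 (SD, n = 5) in control skin and at 1110.45 ± 93.8 (SD, n = 5) in eKO skin. The single control libraries held 1237, 1331, 1331, 1099.7 and 1492, and the eKO libraries 979.7, 1100.4, 1172, 1076 and 1224, so the groups overlapped. The log2 fold change was -0.22 (SE 0.10), a fall of 14.3%, with a two-sided exact permutation p of 0.0397, where the smallest possible was 0.00794. The 95% interval of the skin change ran from -26.3% to -0.293%, so for this gene taken alone it excluded an unchanged level. Across all genes the limma adjusted p was 0.343, so the gene did not pass the threshold. In HFSC, Grk2 was at 135 ± 12.0 (SD, n = 3) in the control group and at 114 ± 8.68 (SD, n = 3) in the eKO group, from libraries at 139, 121 and 144 against 114, 122 and 104. The log2 fold change was -0.24 (SE 0.23) with a limma adjusted p of 0.501. The two-sided exact permutation p was 0.2, where 3 against 3 libraries allow no less than 0.1. The 95% interval of the HFSC change ran from a fall of 40.0% to a rise of 19.2%, so it excluded a loss of most reads of the gene and did not exclude an unchanged level. Values per gene do not show single exons. Among the alternatives, leaving out skin control replicate 4 moved the skin value most, to -0.28 (limma adjusted p 0.213, within a range of 0.213 to 1 over all alternatives). The direction was downward in both tissues. For the gene taken alone, no change lay outside the 95% interval in skin and inside it in HFSC, and after adjustment over all genes the fall passed the threshold in neither.

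**Figure D1:**
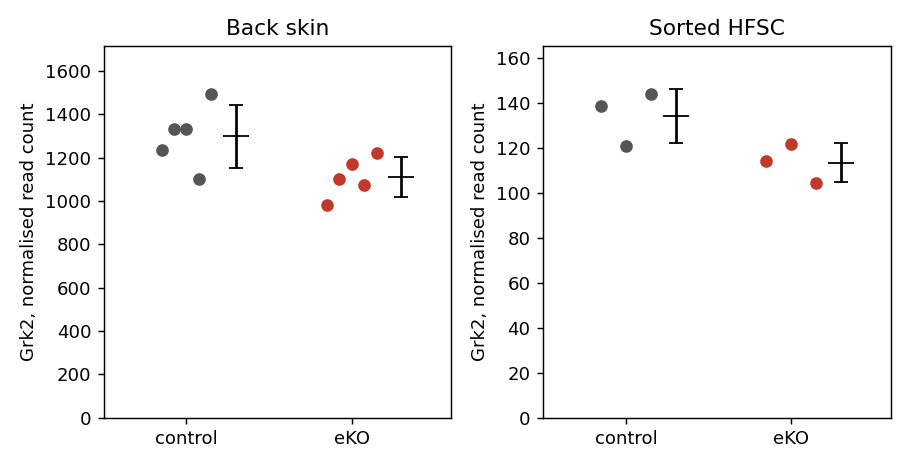
Normalised read count of Grk2 (vertical axes, starting at 0) in each library of back skin (left) and sorted HFSC (right). Points are libraries, and bars beside them give the group mean and 1 SD; skin falls from 1298 to 1110.45 and HFSC from 135 to 114, with overlapping libraries in both.

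The sort markers were compared next. Cd34 (ENSMUSG00000016494) did not differ in HFSC, at 1255 ± 87.3 (SD, n = 3) in control and 1186 ± 32.2 (SD, n = 3) in eKO libraries, a log2 fold change of -0.08 (SE 0.10, limma adjusted p 0.638). Itga6 (ENSMUSG00000027111), which encodes α6-integrin, was higher in all 3 eKO libraries, at 3222 ± 75.9 (SD, n = 3) against 2159.5 ± 136 (SD, n = 3), a log2 fold change of 0.58 (SE 0.09, limma adjusted p 5.10e-04). In skin neither marker passed the threshold: Cd34 changed by 0.54 (SE 0.26, limma adjusted p 0.380) and Itga6 by -0.44 (SE 0.20, limma adjusted p 0.344).

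The genotype effect in whole skin was tested in 16589 genes. A total of 62 genes passed the threshold, 38 higher and 24 lower in eKO, and 42 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 2348 genes, where 829 would be reached by chance. The groups' libraries did not overlap for any of the 62, and over all tested genes the share without overlap was 4.18%, where chance gives 0.794%. The count depended on the processing. Requiring a change of at least 1.5-fold left 0 genes, with 232 at an unadjusted p under 0.05, and DESeq2 on the recovered reads raised it most, to 610 genes. The edgeR test with TMM on the recovered reads gave 55, of which 53 were among the 62. Leaving out 1 library lowered the count to between 10 (without eKO replicate 1) and 57 (without eKO replicate 2). The balance of directions moved too. Without a filter 29 genes were higher and 8 lower, and with library size only in edgeR 22 were higher and 9 lower. With DESeq2 the balance was more even, at 341 higher and 269 lower.

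The largest rises in skin were those of Krt42, Klk6, Ccl20, Pglyrp2 and Olr1. Krt42 rose from 5.05 ± 5.09 to 53.7 ± 16.8 (SD, n = 5 each), a log2 fold change of 3.62 (SE 0.63, limma adjusted p 0.0420). Klk6 rose from 143 ± 97.1 to 1444 ± 776, and Ccl20 from 15.7 ± 7.54 to 118 ± 52.5, with log2 fold changes of 3.36 and 2.87 and limma adjusted p of 0.0308 and 0.0136. Pglyrp2 and Olr1 rose by 2.60 and 2.59 on the log2 scale (limma adjusted p 0.0376 and 0.00960). The largest falls were those of B4galnt2, Bfsp2, Plxna2, Klhl11 and Ptprz1, with log2 fold changes of -2.31, -2.03, -1.44, -1.31 and -1.26. Plxna2 went from 1291 ± 508 to 457 ± 82.6, and Ptprz1 from 158 ± 17.2 to 65.6 ± 10.4 (limma adjusted p 0.0375 and 0.00960). Each of these 10 genes was separate between the groups in all 10 libraries. Of the 13 named skin genes past the threshold, 2 (Olr1 and Ptprz1) stayed past it in every fit that left out 1 library, and 11 did not.

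The genotype effect in HFSC was tested in 13784 genes. A total of 2673 genes passed the threshold, 1468 higher and 1205 lower, and 1079 of them changed at least 2-fold, 712 upward and 367 downward. Of the 2673, 2642 did not overlap between the groups, and over all tested genes this share was 36.3%, where chance gives 10%. In 106 of the called genes, all libraries of one group held 3 reads or fewer. The balance of directions depended on the scaling: with library size only, 1271 genes were higher and 1437 lower in edgeR, and 1269 higher and 1533 lower in limma, where the median log2 fold change of all genes was -0.097 against -0.029. The count moved most when a change of at least 1.5-fold was required, to 451 genes. The edgeR test with TMM on the recovered reads called 2615 genes, 2557 of them among the 2673.

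**Figure D2:**
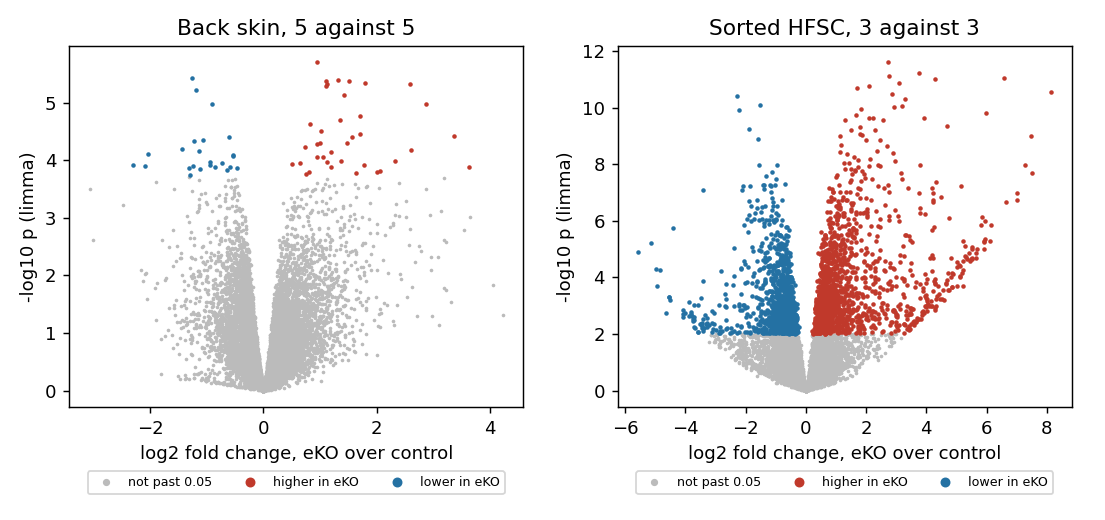
Log2 fold change of eKO over control (horizontal axes) against the -log10 unadjusted limma p (vertical axes) for each tested gene of back skin (left, 16589 genes) and sorted HFSC (right, 13784 genes). Coloured points passed an adjusted p of 0.05; there are 62 in skin and 2673 in HFSC.

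The largest rises in HFSC were those of Igfbp2, Krt35, Aqp1, Cytl1 and Vwf. Igfbp2 (ENSMUSG00000039323) was at 656 ± 45.7 (SD, n = 3) in eKO and within 3 reads in every control library, which makes it at least 215-fold higher. On the same terms Cytl1 was at least 104-fold, Krt35 at least 60.6-fold and Vwf at least 42.5-fold higher, and for Krt35 and Vwf each control library held 0 reads. Aqp1 rose from 10.4 ± 10.9 to 1509.7 ± 132, a log2 fold change of 7.46 (SE 0.48, limma adjusted p 4.19e-07). The largest falls were those of Spock1, Dlk1, Kprp, Gal3st2b and Flg2. Dlk1 was at least 28.9-fold, Kprp at least 17.4-fold and Gal3st2b at least 11.6-fold lower. Spock1 went from 90.2 ± 30.5 to 1.77 ± 3.06 and Flg2 from 141 ± 36.3 to 7.34 ± 8.52, log2 fold changes of -5.57 and -4.85 (limma adjusted p 4.46e-04 and 0.00125). Without control replicate 1, Gal3st2b lost its call (log2 fold change -4.46, limma adjusted p 0.0807). Of the 39 named HFSC genes past the threshold, 37 kept their call in every fit that left out 1 library.

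The gene lists gave different pictures in the 2 tissues. In HFSC, 17 lists had enough tested genes, and 10 passed the threshold by camera. The endothelium list was higher, with a median log2 fold change of 5.14 (4.24 with its 3 genes at the floor set to their bound), 8 of 9 genes past the threshold and an adjusted camera p of 8.80e-09. Among its members, Plvap rose from 6.75 ± 1.98 to 485 ± 48.7 and Esam was at least 30.9-fold higher. The hair matrix and shaft list was higher by a median of 1.74 (adjusted camera p 8.80e-09), with Krt73 at 24.6 ± 9.01 against 638 ± 108 and Krt71 at 107 ± 30.6 against 551 ± 26.8. That median covers 11 of its 24 genes. In CPM, 17 of 22 listed genes with at least 1 CPM in skin were higher. Krt81, Krt34, Krt86 and Krt32 had 0 CPM in the eKO libraries, so the list did not rise as a whole. The stressed keratinocyte list was higher by 3.40 (3.05 with its gene at the floor set to the bound), and the sebaceous gland list by 2.10, with adjusted camera p of 6.19e-07 and 1.61e-06. In the first, Krt17, Sprr1a and Krt16 changed by 1.14, 3.40 and 3.79, and in the second Krt79, Soat1 and Scd1 by 3.77, 3.09 and 2.10. These medians cover 5 of 18 stressed keratinocyte and 11 of 14 sebaceous gland genes, since listed genes low in both groups were not tested. The differentiated epidermis list was higher by a median of 1.48 (adjusted camera p 5.35e-05), but its members went both ways: Casp14, Krt1 and Klk7 rose by 3.31, 3.19 and 2.74, whereas Flg2 was among the largest falls.

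Smaller shifts were found for the interferon response (median 1.41), leukocyte (0.80), Wnt targets (0.60) and cell cycle (0.35) lists, with adjusted camera p of 7.90e-05, 0.0142, 0.0194 and 0.00475. Hedgehog targets were lower, with a median of -0.67 (adjusted camera p 0.0186), with Mycn, Gli2 and Ptch1 at -0.82, -0.93 and -0.63. Within the interferon list Rtp4 and Usp18 went in opposite directions, by 3.34 and -2.67. Within the Wnt list Wif1, Lef1 and Znrf3 rose by 2.75, 1.23 and 0.60. Without control replicate 1 that list no longer passed, with a median of 0.34, and Cdc20 lost its call. Within the cell cycle list Mki67, Ccnb2 and Cdc20 rose by 1.35, 1.49 and 1.33, and in the leukocyte list Cd74, H2-Ab1 and H2-Eb1 rose by 2.90, 2.03 and 1.93. Of the 22 leukocyte genes 9 were tested, and 5 of these were higher. The lists of bulge stem cell (-0.15), BMP targets (-0.49), melanocyte (-0.06), p53 targets (-0.05), immediate early response (0.18), other GRKs and arrestins (-0.17) and dermal fibroblast (0.05) genes did not pass by camera. All 10 lists held under fry, which called 11, and 5 held with an estimated correlation: hair matrix and shaft, endothelium, stressed keratinocyte, sebaceous gland and interferon response. Of the 184 listed genes tested, 91 passed when adjusted over all genes and 107 when adjusted over the list alone.

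In skin, 19 lists were tested and 7 passed by camera, but only the sebaceous gland list held under fry (adjusted p 0.0110), and 0 held with an estimated correlation, where 0.168 for the sebaceous gland list was the smallest adjusted p. At an unadjusted p under 0.05, camera found 8 lists. Sebaceous gland genes were higher by a median of 0.90 in 13 of 14 genes, with Krt79 at 6223 ± 1765 against 20394.8 ± 5609 (SD, n = 5 each), Cidea at 181 ± 56.3 against 522 ± 96.9 and Far2 at 1357 ± 376 against 3482 ± 834. The other lists past the camera threshold were stressed keratinocyte (median 2.00), leukocyte (0.47), differentiated epidermis (0.53), cell cycle (0.51) and dermal fibroblast (0.59) genes, all higher, and skeletal muscle genes (-0.55), lower in all 18 genes. None of the members of these 6 lists passed the threshold of the skin test on its own, where Klk7 came closest with a log2 fold change of 0.91 (limma adjusted p 0.0560). Without eKO replicate 3 the skeletal muscle list no longer passed, and its median was -0.13. The differentiated epidermis list did not pass without control replicate 1 (median 0.49), nor the dermal fibroblast list without control replicate 3 or 4 (0.43 each). The cell cycle list did not pass without control replicate 1, 2 or 3 or eKO replicate 4, with medians of 0.38, 0.31, 0.46 and 0.38. The adipocyte (0.75), immediate early response (0.14), bulge stem cell (0.29), endothelium (0.12), Wnt targets (-0.29), other GRKs and arrestins (0.08), interferon response (0.12), Hedgehog targets (-0.17), p53 targets (-0.01), BMP targets (-0.0030), melanocyte (0.21) and hair matrix and shaft (-0.23) lists did not pass. Of the 261 listed genes tested in skin, 3 passed when adjusted over all genes and 10 when adjusted over the list alone.

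**Figure D3:**
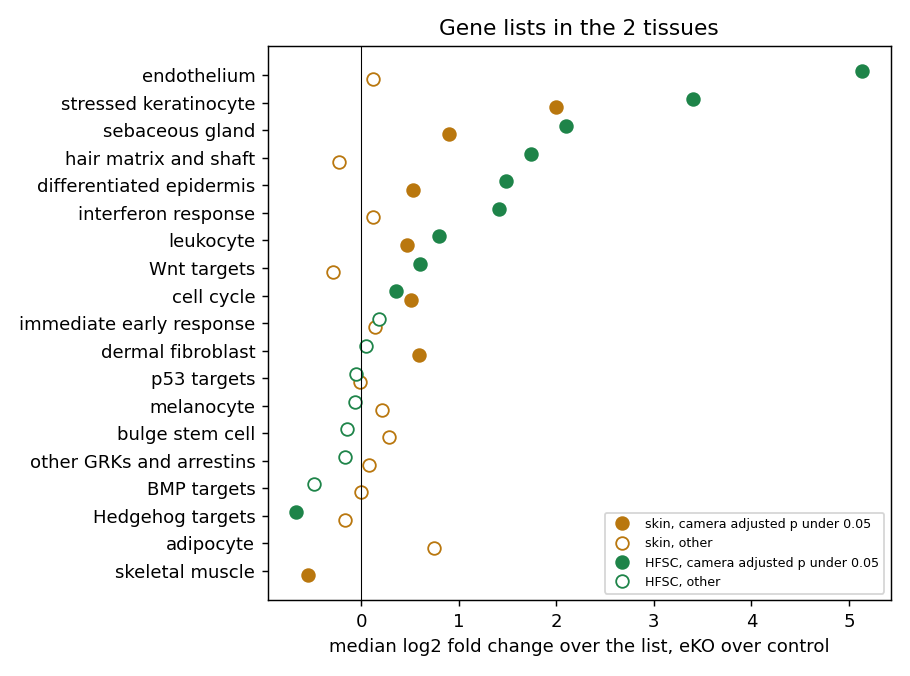
Median log2 fold change of eKO over control over the tested genes of each list (horizontal axis) in skin and in HFSC; filled points passed an adjusted camera p of 0.05. The endothelium list reaches a fitted median of 5.14 in HFSC and 0.12 in skin, and the lists of adipocyte and skeletal muscle genes had too few tested genes in HFSC.

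The effects of genotype in the 2 tissues were then compared over 13227 genes tested in both. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.323 and Spearman's rho 0.318. Of the 49 skin calls tested in HFSC, 37 (75.5%) had the same sign there. A total of 22 genes passed the threshold in both tissues, and all 22 changed in the same direction, 18 upward and 4 downward. They include Krt79, Krt42, Ccl20, Cidea and Far2 upward and Plxna2 downward, and among genes chosen after their values were seen, Crabp2 rose by 1.11 in skin and 1.30 in HFSC, Elovl6 by 1.79 and 0.94, and Camsap2 changed by -0.91 and -0.89.

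**Figure D4:**
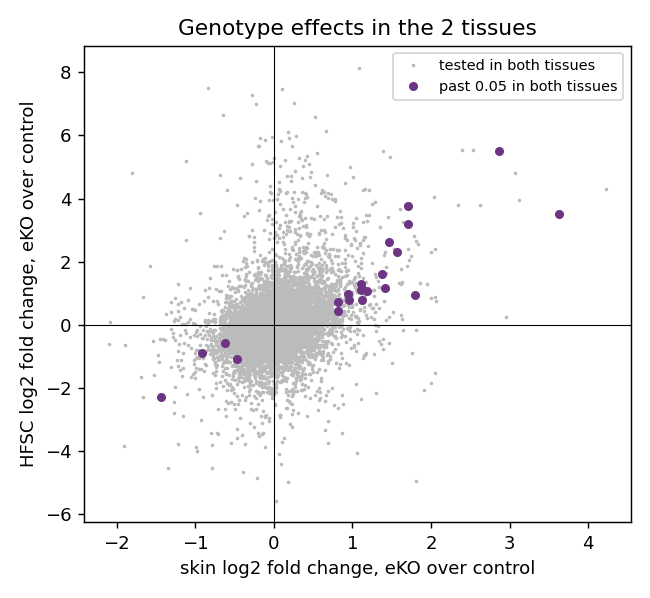
Log2 fold change of eKO over control in skin (horizontal axis) and in HFSC (vertical axis) for 13227 genes. Larger points mark the 22 genes past an adjusted p of 0.05 in both tissues, all in the quadrants of equal direction.

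The difference between the 2 genotype effects passed the threshold for 743 genes, 455 more positive and 288 more negative in HFSC than in skin, and in 402 of them the 2 effects had opposite signs. Scaling by library size in edgeR gave 697 genes, 351 more positive and 346 more negative. The count moved most, to 1448 genes, when each tissue's own standard error was used, and 714 of the 743 were among these. The smallest p were those of Vwf, Plvap, Igfbp2, Arap3 and Cap1. Vwf (ENSMUSG00000001930) changed by 0.25 in skin and Plvap (ENSMUSG00000034845) by 0.29, and their interaction terms were 6.77 (SE 0.30) and 5.71 (SE 0.28), with limma adjusted p of 1.47e-09 and 2.35e-09. Igfbp2 changed by 1.09 in skin (interaction 7.06, SE 0.44), Arap3 (ENSMUSG00000024451) by 0.22 (interaction 4.51, SE 0.32) and Cap1 (ENSMUSG00000028656) by 0.11 (interaction 2.00, SE 0.15), with limma adjusted p of 8.91e-08, 5.28e-07 and 5.28e-07. Cap1 kept its call under all 22 alternatives. Vwf, Plvap, Igfbp2 and Arap3 kept theirs under the 21 in which they were tested, as a value of at least 10 in every library left them out. For Vwf, Igfbp2 and Arap3 every HFSC control held 3 reads or fewer, so these 3 fitted differences depend on the prior count and are no bound. Over the alternatives they ran from 6.63 to 10.22, from 6.86 to 7.90 and from 4.38 to 7.92. The bounds in HFSC were at least 42.5-fold, 215-fold and 8.40-fold, which with the skin estimates taken as they stand gives differences of at least 5.16, 6.66 and 2.85. For Itga6 the interaction was 1.02 (SE 0.27, limma adjusted p 0.0355). For Grk2 it was -0.02 (SE 0.16, limma adjusted p 0.964) and for Cd34 -0.62 (SE 0.35, limma adjusted p 0.324), neither past the threshold.

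The libraries also differed in ways outside the genotype. In skin, the first principal component took 39.6% of the variance and followed the mean log2 value of the hair matrix and shaft list over the 10 libraries (Pearson's r -0.977, Spearman's rho -1, permutation p 1e-05 for each, the smallest that 100000 permutations can give, and 3e-05 after adjustment over the 3 relations computed). Without the 2 libraries farthest from the median of the list score, r was -0.967. With this list as a covariate, 153 genes passed in skin, including all 62. In HFSC the first component took 51.8% and separated the genotypes. Sex-linked expression differed too. Skin control replicate 5 and skin eKO replicate 3 held at most 0.950 of Ddx3y, Uty, Kdm5d and Eif2s3y, where Ddx3y in the other 8 skin libraries ran from 1029.75 to 1304. In HFSC, all 3 eKO libraries held less of these 4 genes than every control library, with Ddx3y at 33.6% of its control level (log2 fold change -1.57, SE 0.12, limma adjusted p 2.85e-06). Sex-linked expression and genotype can therefore not be separated in HFSC. The labels used here record no sex or preparation batch, so no value within a batch could be given.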

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

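Of the tests in this part, those of stress genes, of fibroblast genes and of Lum were set before their result was seen, and all others were chosen after the result was seen. The limit on Cap1, Igfbp2, Itga6 and Arap3 was first set at 3-fold. It was changed to the largest multiple among the endothelial genes once Plvap and Vwf, themselves endothelial, were found to exceed 3-fold. The endothelial test used a list of 21 genes written after the endothelial rise in HFSC was seen, without a gene whose value had been seen. Its original criterion, at least 2 of 3 genes within 3-fold of the median multiple, preceded the result, and conditions on the most abundant genes and on the exact interval of the share were added afterwards. Of the several forms tried, the looser ones, which count genes at any level without an interval, found 4 of the 21 genes far below the median multiple. With a limit of 3 genes these forms would have counted against endothelial cells, and the other forms left them open. A library far from the other 4 of its group was found for 12 of 116 groups of 5 libraries, where 5.8 are given by chance.

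In skin eKO replicate 3, Ttn was at 8146, where the other 4 eKO libraries ran from 30364 to 36386, and the skeletal muscle score (mean log2 value of the list) was 9.42 against 11.42 to 11.95. Of the 17 other muscle genes 15 were lowest in that library, which restates the low score, so less muscle in the sample was not tested independently and stays open. The dermal fibroblast score of the same library was 11.64, against 12.32 to 12.56. Of 15 fibroblast genes 10 were lowest there, which likewise restates the score, and less dermis in the sample stays open. The library also lacks Y-linked reads, and no biological explanation was tested for this library.

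In skin control replicate 2, Krt6a was at 4272, against 882 to 1027 in the other controls, and Sprr2d at 56.5, against 0 to 9.40. A stress response in that skin sample is a candidate explanation: 7 of 9 other genes of the stressed keratinocyte list were highest there. In skin eKO replicate 4, Sprr2d was at 1390.2, against 15.1 to 158, and Lce1a1 at 4467, against 1912 to 2608. Here 7 of 10 other genes of the list were highest, short of the limit of 3 in 4, so a stress response in that skin sample stays open. Whether it arose in the animal or in handling was not tested.

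In skin control replicate 4, Cdc20 was at 188, Tpx2 at 259 and Plk1 at 155, against at most 89.8, 96.0 and 47.0 in the other controls, and the cell cycle score was 8.06, against 6.32 to 6.61. Over the 10 skin libraries the cell cycle score rose with the hair matrix and shaft score, with a Pearson r of 0.703 (permutation p 0.0261, adjusted 0.0261) and a Spearman rho of 0.685 (permutation p 0.0346, adjusted 0.0346), adjusted over 3 relations. Without the 2 libraries farthest from the median of the hair score r was 0.646. Those values include control replicate 4, which is highest in both scores. Over the other 9 libraries, genotypes pooled, r was 0.559 (exact permutation p 0.119) and rho 0.567 (exact permutation p 0.121). Within genotype, a test chosen after the pooled one, r was 0.766 (exact permutation p 0.0236) and the correlation of ranks 0.867 (exact permutation p 0.0167). The stage of the hair cycle is therefore a candidate explanation for the direction. The relation within genotype predicts a score of 6.92 for control replicate 4 (95% prediction interval 6.27 to 7.56), below its 8.06, and its hair score lies beyond those of the other libraries, so the source of the full height stays open. In skin control replicate 1, Lum was at 9902, against 1844 to 3841. More dermis in that sample is a candidate explanation, since 11 of 14 other fibroblast genes were highest there.

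The genotype effect differed between HFSC and skin, by the interaction test, for Vwf by 6.77, Plvap by 5.71, Igfbp2 by 7.06, Arap3 by 4.51, Cap1 by 2.00 and Itga6 by 1.02 on the log2 scale. The values of Vwf, Igfbp2 and Arap3 depend on the prior count, because their HFSC controls held 3 reads or fewer. Set to their HFSC bounds, the differences were at least 5.16, 6.66 and 2.85. The count of 743 such genes was reached or exceeded in 9 of 100 regroupings within the tissues, the real one included. All 9 kept the HFSC libraries grouped by genotype, as 10 draws did, and the other 90 gave at most 5 genes. The number of genes therefore follows the HFSC contrast and does not show that the grouping of skin by genotype contributes.

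Endothelial cells in the eKO sorts are a candidate explanation for Vwf and Plvap. Such cells would raise all endothelial genes to a similar multiple of their level in skin. The tables were normalised separately, so levels were set against each other in CPM. Of the 21 genes of the second list, 19 were higher and 10 lay within 3-fold of the median multiple of 0.121, between the limits set for and against. In the first list 7 of 11 genes lay within 3-fold of its median multiple of 0.266. Cldn5 of that list had 0 reads in every HFSC library. Egfl7 of that list had 0 reads in the eKO libraries, where its median multiple needed 37.5. In the second list Sox18 and Gpihbp1 had 6 and 2 reads in the eKO libraries, where the median multiple needed 62.8 and 31.4, while none of its 8 most abundant genes stayed under 10% of that multiple. The source stays open. A lower share of bulge cells, with skin cells of all types in their place, would raise fibroblast and melanocyte genes too. Of these, 2 of 14 were called higher, against 8 of 9 endothelial genes (Fisher's exact p 7.28e-04, two-sided, genes counted as independent). This argues against an unselective admixture. It cannot decide for cells that pass a sort on CD34 and α6-integrin, since fibroblasts and melanocytes need not pass it.

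For Cap1, Igfbp2, Itga6 and Arap3 the rise in HFSC was 8.58, 9.92, 4.15 and 1.11 times what the endothelial multiple of their level in skin allows. Plvap and Vwf exceeded that limit 8.72-fold and 4.87-fold, and Igfbp2 lay above both. The largest endothelial multiples were 2.59 for Sox7 and 2.24 for Clec14a, against 1.06 for Plvap. Sox7 and Clec14a already stood at 22.3 and 6.41 CPM in the HFSC controls, so they set a weak limit for Igfbp2. For none of the 4 genes can endothelial cells in the eKO sorts be told apart from a change within the bulge cells. The difference of tissue and of age given in the labels also stays open, as untested.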

How the results depend on the processing

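The skin count of 62 genes was the result that moved most. It was 610 with DESeq2, 31 in edgeR and 32 in limma with library size only, 37 without a filter, 161 with all 16 libraries in 1 fit, 15 with the skeletal muscle list as a covariate and 153 with the hair matrix and shaft list. It was 0 for a change of at least 1.5-fold, a stricter hypothesis by construction, with 232 genes at an unadjusted p under 0.05. It ran from 10 (without eKO replicate 1) to 57 (without eKO replicate 2) across the 10 fits that each left out 1 library. The other 12 alternatives gave 44 to 68 genes. Skin lists past the threshold went from 7 to 1 under fry and 0 with an estimated correlation, with 8 at an unadjusted p under 0.05 by camera, and from 5 to 8 across leave-outs.

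The HFSC count of 2673 became 451 for a change of at least 1.5-fold and ran from 1519 (without control replicate 1) to 2620 (without eKO replicate 2) when 1 library was left out, which leaves 2 in a group. The remaining alternatives gave 2424 to 2869. HFSC lists went from 10 to 5 with an estimated correlation, to 11 under fry, and from 9 to 11 across leave-outs. The interaction count of 743 became 476 with limma-voom, 458 with a value of at least 10 in every library, and 1448 with each tissue's own standard error, and ran from 484 (without HFSC control replicate 1) to 896 (without HFSC eKO replicate 2). Apart from the stricter hypotheses and the smaller samples or sets of genes, the cause was not tested.

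Grk2 stayed lower and short of the threshold in both tissues under every alternative run, from -0.28 to -0.17 in skin and from -0.32 to -0.18 in HFSC across leave-outs. The agreement of the effects ran from 0.255 to 0.343 across leave-outs, within the SD of 0.152 over splits of the skin libraries. No result past the threshold reversed. Among named genes and lists, over all alternatives, 137 skin values became weaker and 11 stronger, 23 HFSC values weaker, 27 list values weaker and 8 stronger, 30 list medians changed sign, none past the threshold, and 0 of the 5 interaction genes lost its call. The 8 stronger list values passed the threshold. In skin they were 2 each for adipocyte and immediate early response and 1 each for endothelium and melanocyte. In HFSC they were 1 each for bulge stem cell and p53 targets. The skin adipocyte median ran from 0.23 to 1.34.

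The medians that changed sign belong to lists that did not pass. With library size only, the BMP targets list in skin was at 0.022, the p53 targets list in skin at 0.015 and the dermal fibroblast list in HFSC at -0.018, the last also at -0.20 with a value of at least 10 in every library. Across the skin leave-outs the medians ran from -0.21 to 0.26 for BMP targets, -1.82 to 0.73 for hair matrix and shaft, -0.48 to 0.26 for Hedgehog targets, -0.089 to 0.25 for interferon response, -0.12 to 0.44 for melanocyte, -0.036 to 0.088 for p53 targets and -0.34 to 0.071 for Wnt targets. The upper values of BMP, Hedgehog and Wnt targets and of hair matrix and shaft, and the lower value of the interferon response, were those without control replicate 4. Across the HFSC leave-outs they ran from -0.14 to 0.18 for dermal fibroblast, -0.48 to 0.057 for melanocyte, -0.24 to 0.026 for other GRKs and arrestins and -0.11 to 0.15 for p53 targets. The cause was not tested.

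With the replicate number as a block, the HFSC test called 2696 genes, 2654 with limma-voom and 2676 with the GC trend removed, and 10 lists passed. Libraries of the same number did not deviate together (r -0.060, -0.018 and -0.026), so the numbers pair nothing. The covariate for sex-linked expression was not run in HFSC. With 3 against 3 libraries, a single comparison cannot reach an exact p under 0.1, which limits Grk2 in HFSC.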

Other observations

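In this part the tests of sex in the HFSC calls and of the genes beside Grk2 were set before their result was seen, and all others were chosen after the result was seen. The tests of other cell types use conditions added after their values were seen. One is that at least 3 of the 8 most abundant genes stay under 10% of the median multiple, without which 6 of 15 genes within 3-fold had left differentiated epidermal cells open. The other is that a share under 1 in 3 counts against admixture only if its 95% exact upper limit lies under the 2 in 3 that admixture needs. Several forms of these conditions were tried. With that upper limit held to 1 in 3, or with 3 genes required to fall short beyond their spread, sebaceous gland cells and hair matrix and shaft cells had stayed open. Looser forms, which count genes at any level without an interval, found 5 sebaceous gland genes far below and 5 or 4 hair matrix and shaft genes.

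Other splits of the libraries were tested. In skin, 1 of 100 splits, the real one, gave as many as 62 genes, and the next largest gave 12. In HFSC, 1 of the 10 splits gave as many as 2673, again the real one, and the next largest gave 0, but 10 splits allow no share under 0.1. For the lists, 76 of 100 skin splits gave as many as 7, so the number of skin lists is not beyond what other groupings give, and 1 of 10 HFSC splits gave as many as 10, the next largest 4. The agreement of the effects was as large in 5 of 100 skin splits, which does not set it apart from other groupings, and in 1 of 10 HFSC splits. Against the real Spearman's rho of 0.318, the median over the other splits was 0.126 for skin and 0.211 for HFSC.

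Technical trends were weighed as the whole cause of the calls. Of the 62 skin genes, 49 were called again with each library's trend on GC content removed, 42 with the trend on transcript length removed, 53 with depth made equal, and 31 with library size in place of the authors' size factors. The last lies at the limit set. Of the 2673 HFSC genes, 2537, 2250, 2584 and 2474 were called again in that order. These values argue against each trend as the whole cause. In skin, 62 were called again with the hair list, a measure of the stage of the hair cycle, as a covariate and 47 with sex-linked expression, which argues against both. With the muscle list 15 were called again, but the 62 genes kept a median of 98.9% of their fold change (84.8% to 112%), where the 18 muscle genes kept -1.97%, and the median SE rose to 110% of its former value. This argues against muscle in the dissected skin as the cause of these fold changes. The muscle scores of the genotypes overlapped (two-sided exact permutation p 0.286, n = 5 each). The spread among the skin libraries is consistent with the stage of the hair cycle, as the first principal component followed the hair score (r -0.977).

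Sex of the animals stays open for the HFSC calls. The covariate for sex-linked expression rises as Y-linked expression falls, so an effect of sex would give a positive correlation. Across 13223 genes the HFSC effects correlated with the skin slope on that covariate at -0.159, the opposite sign. In 12 of 100 draws permuted within genotype the value was as large in size, so it cannot decide. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 23.9% to 40.5% of control in HFSC eKO, in 3 of 3 libraries. Cells of both sexes in the eKO libraries are a candidate explanation, since 3 of 4 X-linked genes that escape inactivation had positive fold changes, 2 of them past the threshold. Xist was listed at 0 in every library. Xist reads lost in the authors' counting are a candidate explanation, because the 2 skin libraries without Y-linked reads had Kdm6a at 717 and 844, above 360 to 576 in the other 8.

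Passenger DNA beside the targeted gene would raise the calls near Grk2. In HFSC 6 of the 50 tested genes nearest to it (order from the GRCm38.p6 annotation) were called, 12% against 19.4% elsewhere (two-sided Fisher's exact p 0.213), which argues against it as a source of many calls. Cells outside the targeted compartment could keep Grk2 in skin, but the fall was as small in sorted HFSC, with a difference of -0.019 on the log2 scale, which argues against that as the whole explanation. Reads from untargeted parts of the transcript stay open for the change of -15.4% in HFSC, because values per gene do not show exons.

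Other cell types in the eKO sorts, if taken in the proportions of whole skin, would bring all their abundant genes. Within 3-fold of their list's median multiple of the skin level (in CPM, across separately normalised tables) lay 2 of 21 leukocyte, 3 of 14 sebaceous gland, 6 of 15 differentiated epidermis and 7 of 22 hair matrix and shaft genes. Of the 8 most abundant genes of each list, 2, 2, 4 and 1 in that order stayed under 10% of the median multiple. The exact 95% upper limits of the share were 30.4% for leukocytes, 50.8% for sebaceous gland cells and 54.9% for hair matrix and shaft cells. For differentiated epidermal cells the limit was 67.7%, above the 2 in 3 that admixture needs, so only the condition on abundant genes counts there. Lyz2 fell while Cd74 rose, and Dgat2 did not rise with Krt79. Elovl5, 1 of the 2 abundant sebaceous gland genes counted above, did not rise either but cannot decide. The upper limit of its rise was 38.7 CPM, above the 19.9 CPM that the median multiple needed. Lor, Flg2, Cdsn and Flg stayed flat or fell while Krt1 rose. Krt81 and Krt34 had 0 reads in the eKO libraries, where the median multiple needed 43.4 and 27.2, and Krt72 had 8 where it needed 92.7, while Krt73 rose to a multiple of 0.582 and Krt35 to 0.387. For sebaceous gland, differentiated epidermal, and hair matrix and shaft cells these values argue against an admixture in the proportions of whole skin as the whole cause. They cannot decide for cells that carry the genes of a list in other proportions. The hair score ran from 2.27 in skin control replicate 1 to 12.09 in skin control replicate 4, so mean skin levels are no fixed reference for that list. For leukocytes the share cannot decide, because the median multiple was only 0.0019. Only 3 of the 21 leukocyte genes needed enough reads to be judged, and 0 of these fell short, so an admixture of leukocytes stays open. The reading for sebaceous gland cells, differentiated epidermal cells, and hair matrix and shaft cells depends on the form of the condition. In the hair list 17 of 22 genes were higher, so admixture as part of the cause stays open. A subset of such cells, or a change within bulge cells, was not tested.

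In skin, the unnamed gene ENSMUSG00000119584 took 4.96% to 6.57% of the reads in control and 2.58% to 3.68% in eKO libraries. Within the groups its share rose with that of Lars2 (Pearson r 0.949, permutation p 0.0012, adjusted 0.0018; Spearman rho 0.855, permutation p 0.00337, adjusted 0.00505), and r was 0.911 without the 2 farthest libraries. Reads of one RNA counted at several genes are a candidate explanation. The groups differed (two-sided exact permutation p 0.00794, the smallest possible), and a difference in library preparation cannot be told apart from genotype, since no batch is recorded.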
